# A single cell survey of the microbial impacts on the mouse small intestinal epithelium

**DOI:** 10.1080/19490976.2022.2108281

**Published:** 2022-08-08

**Authors:** Derek K.L. Tsang, Ryan J. Wang, Oliver De Sa, Arshad Ayyaz, Elisabeth G. Foerster, Giuliano Bayer, Shawn Goyal, Daniel Trcka, Bibaswan Ghoshal, Jeffrey L. Wrana, Stephen E. Girardin, Dana J. Philpott

**Keywords:** Microbiota, scRNAseq, host–microbe interactions, germ-free, small intestine, intestinal epithelium

## Abstract

The small intestinal epithelial barrier inputs signals from the gut microbiota in order to balance physiological inflammation and tolerance, and to promote homeostasis. Understanding the dynamic relationship between microbes and intestinal epithelial cells has been a challenge given the cellular heterogeneity associated with the epithelium and the inherent difficulty of isolating and identifying individual cell types. Here, we used single-cell RNA sequencing of small intestinal epithelial cells from germ-free and specific pathogen-free mice to study microbe-epithelium crosstalk at the single-cell resolution. The presence of microbiota did not impact overall cellular composition of the epithelium, except for an increase in Paneth cell numbers. Contrary to expectations, pattern recognition receptors and their adaptors were not induced by the microbiota but showed concentrated expression in a small proportion of epithelial cell subsets. The presence of the microbiota induced the expression of host defense- and glycosylation-associated genes in distinct epithelial cell compartments. Moreover, the microbiota altered the metabolic gene expression profile of epithelial cells, consequently inducing mTOR signaling thereby suggesting microbe-derived metabolites directly activate and regulate mTOR signaling. Altogether, these findings present a resource of the homeostatic transcriptional and cellular impact of the microbiota on the small intestinal epithelium.

## Introduction

The intestinal epithelium represents a single layer of cells that forms a barrier between the inside and outside world.^1,2^ The collective community of trillions of diverse microbes is known as the gut microbiota, which maintains a mutualistic relationship with the intestinal epithelium. These host–microbe interactions have been well characterized to regulate host physiology and pathogenesis. Specifically, the relationship between the gut microbiota and the host intestinal epithelium has been well described to provide essential nutrients, process indigestible content,^3^ competitively inhibit opportunistic microbial infections,^4^ educate the immune system,^5^ and regulate host metabolism.^6,7^ With respect to pathogenesis, altered host–microbe interactions have been linked to the development of several pathologies, such as inflammatory bowel disease, cancer, diabetes, multiple sclerosis, and several other chronic inflammatory disorders. With such a large biological functional capacity, the gut microbiota has represented a potential therapeutic target in mediating and improving health.

Understanding how the epithelium facilitates this relationship has remained a challenge within the field due to the complexities in the architecture of the microbiota as well as the intestinal epithelium. The small intestinal epithelium is a rapidly regenerating tissue that is organized into repeating folds with villi extending into the lumen and crypts projecting toward the lamina propria.^8^ The single cell layer that covers the villi is composed of functionally diverse cells including enterocytes (ECs), goblet cells (GCs), tuft cells, and enteroendocrine cells (EECs).^8^ ECs account for most epithelial cells and facilitate the digestion and absorption of nutrients and water. GCs create a protective mucosal barrier through the secretion of mucins and tuft cells add to this protection by orchestrating a type 2 immune response against helminth infections.^9^ EECs secrete hormones to regulate intestinal growth, satiety, and metabolic processes.^10^ Intestinal stem cells (ISCs)^11,12^ reside within the crypts at the very base where they are intercalated by Paneth cells (PCs) that secrete antimicrobial peptides^13^ and provide growth factors and Wnt signals to ISCs.^14^ With distinct cellular localization and functions, defining the response of each epithelial population to microbes is vital in developing a mechanistic understanding of how the gut microbiota plays a role in health and disease.

In this study, we describe the transcriptional response of the small intestinal epithelium to microbiota by single-cell RNA sequencing (scRNAseq) of isolated epithelial cells from germ-free (GF) and specific pathogen-free (SPF) mice. We observed that the presence of microbiota increased the number of PCs within the intestinal crypt. Mapping the expression of pattern recognition receptors and their adaptors, highlighted the unique potential of different epithelial cell populations to respond directly to microbial ligands through *Tlr3, Nlrp6*, and *Nlrc4*. Differential gene expression analysis demonstrated that the microbiota strongly induces the expression of host-defense associated genes in several epithelial cell lineages, and the lack of microbes in GF mice induced genes involved in alternative metabolism pathways, suggesting a nutrient starvation stress response. Altogether, these findings help to paint a comprehensive picture of microbe-induced responses of the small intestinal epithelium at the single cell level.

## Methods

### Animals

GF and SPF C57BL/6NTac mice were maintained under respective standard GF or SPF conditions by the Division of Comparative Medicine (DCM) at the University of Toronto. GF mice were monitored for microbial contamination by aerobic and anaerobic bacterial culturing of fecal pellets in thioglycolate broth, brain heart infusion broth, and Sabouraud-dextrose broth for two weeks following euthanization and by assessing fecal DNA content by nanodrop following purification (NucleoSpin Soil, Macherey-Nagel). SPF mice were derived from GF C57BL/6NTac mice where female GF mice were orally gavaged with SPF mouse fecal content in 10% glycerol in PBS and mated to generate SPF mice from birth. F1 pups were mated, and the offspring were used as SPF mice for experiments. Sex and aged matched 8- to 12-week-old mice were used. Animal protocols were approved by the University of Toronto Committee on Use and Care of Animals.

### Small intestinal epithelial cell isolation

As previously described,^15^ whole small intestines from two GF or two SPF mice were pooled, flushed with cold PBS, and flared longitudinally. Small intestines were sectioned into 1 cm pieces and washed with cold PBS two times. Intestinal sections were incubated in 2 mM EDTA in PBS at 4°C for 40 mins with continuous shaking. Intestinal sections were washed with cold PBS and crypt enrichment was performed by vigorously shaking intestinal sections in cold PBS and passing the dissociated epithelial segments through a 70-μm cell strainer. Following centrifugation, enriched intestinal crypts were washed with cold PBS and incubated with 37°C trypsin (0.25% in HBSS) and mixed by gentle pipetting every 20 minutes for 50 minutes or until single cells were attained. The single-cell suspension was washed with ice-cold DMEM and passed through a 40-μm cell strainer. Trypan blue staining of the single-cell suspension was used to confirm >80% viability. An estimated 5000 cells were loaded for 10x Genomics single-cell isolation and library preparation following manufacturer’s recommendations. Illumina Hiseq 3000 was used to sequence the sample.

### Single cell RNAseq analysis

Sequences were processed with Cellranger v3.0.0 software (10x Genomics). Sequences were demultiplexed, unique molecular identifiers were aggregated and mapped to the mm10/GRCm38 transcriptome. Raw data generated by Cellranger were used to generate a SingleCellExperiment object. Scater^16^ was used to assess the quality of cells. Briefly, genes expressed in less than three cells were removed and cells with less than 1000 counts or 600 features, and more than 50% mitochondrial genes were removed. Quality control thresholds were chosen after assessing the impact of each threshold on all cell types. Gene expression data were normalized using Scran^17^ to compute cluster-specific size factors to remove cell-specific biases. The normalized gene expression data was merged into a Seurat object. In Seurat,^18^ the data were scaled, and principal components were determined using the top 2000 variable features. Datasets were integrated using Harmony.^19^ An elbow plot was used for the selection of principle components. Cells underwent unsupervised clustering using the shared-nearest-neighbor modularity optimization-based clustering algorithm (smart local moving algorithm). The optimal resolution for cell clusters was determined using the clustree package by increasing the clustering resolution by increments of 0.1 from 0 to 1. Cells were visualized using the uniform manifold approximation and projection (UMAP) method. Cell types were annotated using previously defined cell markers.^20^ Library size, unique features, and percentage of mitochondria-associated genes were used to remove low-quality cells (Supp Figure 1D, E). Thresholds for low-quality cell removal were selected by assessing the impact of each filter on broadly annotated cell clusters (Supp Figure 1B-E). Immune cells were filtered by expression of *Ptprc*. All scRNAseq analysis was performed using R 3.6.0.

**Figure 1.**
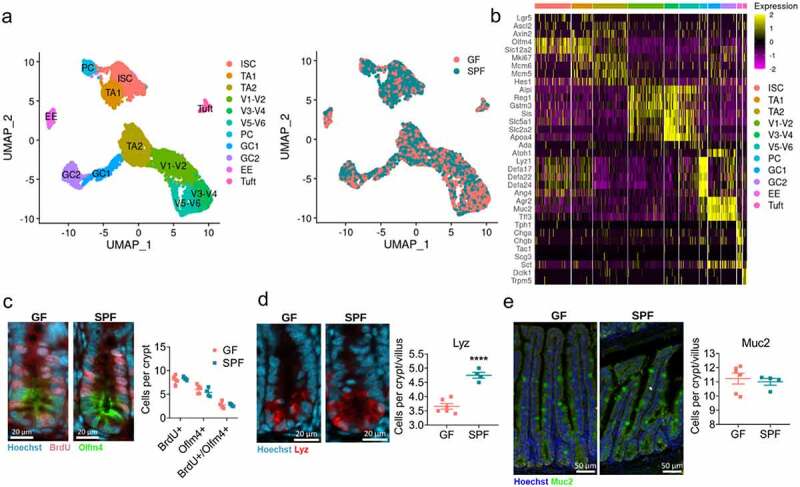
**Overview of the cellular landscape of the GF and SPF small intestinal epithelium**. A) scRNAseq cell clusters and distribution of integrated GF and SPF epithelial cells. B) Heatmap of marker genes used to annotate epithelial cell subsets C) BrdU and Oflm4, D) Lyz, E) Muc2 staining and quantification of jejunal/ileal small intestinal crypts from GF and SPF mice. Each point represents the average counts of 20 crypts or crypt-villus axis from one mouse (n = 4–6). Representative images shown. Bars represent mean ± SEM. ****, p < .0001 by two-tailed Student’s t-test.

### Trajectory inference analysis

scRNAseq data from GF and SPF mice were separated and an unsupervised trajectory inference analysis was performed using partition-based graph abstraction (PAGA)^21,22^ and RNA velocity.^23^ Principal component analysis was performed and an elbow plot was used to select the number of components to assess. Trajectory inference was rooted on the expression Lgr5 and Olfm4 for ISCs.

### Differential expression (DE) analysis

Differentially expressed genes were identified using the Seurat FindMarkers command for all genes. Ranked gene lists were generated by sorting on Log2FC. Genes not expressed in the GF and SPF datasets were filtered prior to gene set enrichment analysis (GSEA). GSEA was performed using ClusterProfiler^24^ against GO: Biological Processes (GO:BP). GO:BP gene sets assessed were a minimum of 15 and a maximum of 500 genes.

### Immunofluorescence staining & In situ hybridization

Distal 12 cm of small intestine were opened longitudinally, swiss-rolled, and fixed in 10% (v/v) formalin prior to paraffin embedding. Tissues were sectioned to 5 µm thickness, deparaffinized in xylene, and rehydrated with an ethanol gradient. Antigen retrieval was performed using 95°C sodium citrate buffer (pH6) for 30 minutes. Tissues were washed with PBS and blocked in 5% in BSA in PBS for 30 mins. Primary antibodies were diluted using 1% BSA in PBS and applied overnight. Primary antibodies were used at the following dilutions: Olfm4 1:1000 (39141 CST), Lyz 1:400 (EC 3.2.1.17 Dako), Muc2 1:500 (PA5-79702 Invitrogen), BrdU 1:500 (339810, BioLegend), Itln1 1:500 (MAB8074 R&D). Sections were washed three times in PBS prior to adding secondary antibodies. Secondary antibodies were diluted in 1% BSA in PBS for 30 minutes prior to Hoechst counter staining and mounting. Secondary antibodies were used at the following concentrations: anti-rabbit Alexa Fluor 647 1:1000 (A31573 Thermo Fischer), anti-rabbit Alexa Fluor 488 (A11008 Invitrogen), streptavidin eFluor 615 1:500 (42–4317-82 Thermo Fischer), streptavidin Alexa Fluor 488 1:500 (S11223 Invitrogen), anti-rat Alexa Fluor 647 1:500 (A21246 Life Tech), anti-rabbit Alexa Fluor 568 1:500 (A11036 Life Tech). In situ hybridization was performed using the RNAscope 2.5 HD Assay-Brown chromogenic assay with the following probe targets: *Nlrc4* (1031181), *Tlr3* (447791), *Nlrp6* (404561), *Ticam1* (806131). Tissues were counterstained with hematoxylin prior to ethanol/xylene gradient dehydration and mounting.

### 16S rRNA gene sequencing

DNA was extracted from fecal pellets using NucleoSpin Soil kit (Macherey-Nagel). The V4 hypervariable region of the 16S rRNA gene was amplified with a universal forward sequencing primer and uniquely barcoded reverse sequencing primer for multiplexing and sequenced at the Center for Analysis of Genome Evolution and Function (CAGEF) at the University of Toronto. The libraries were sequenced using the Illumina Miseq following manufacturer instructions. Fastq sequences were prepared using UPARSE.^25,26^ Paired reads were joined and trimmed. Qiime^27^ was used cluster sequences into operational taxonomic units.

## Results

### Single cell survey of the germ-free and specific pathogen-free small intestinal epithelium

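The data behind the single-cell results are 2 10x Genomics libraries, 1 of GF and 1 of SPF epithelium, each made from the epithelium of 2 pooled mice. With 1 library per condition there is no replicate, so no difference between GF and SPF given from these libraries has a replicate check or a test. The authors deposited counts of unique molecular identifiers (UMIs, which tag each captured transcript) for 31053 genes per barcode, mapped to the mm10 (GRCm38) transcriptome, without normalization and before their filters on cells. The GF library held 4688 barcodes and 34416403 UMIs, with a median of 3277 UMIs per barcode. The SPF library held 5789 barcodes and 40481121 UMIs, with a median of 3053. The paper's methods give an estimated 5000 cells loaded per library, and the sample labels give 4500.

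Cells were clustered again from these counts, and classes are named X-like after marker genes. For each class the UMIs of its cells were summed within a library and are given as counts per 1000000 UMIs of that class (CPM). GF and SPF are compared by the log2 ratio, SPF over GF. Ranges in parentheses are 95% intervals that cover counting error only, exact Poisson for CPM, exact conditional for log2 ratios of single genes and Clopper-Pearson for shares. For the median of a list they are percentiles of 2000 Poisson draws around the observed UMIs, and need not lie evenly around the median. A gene was counted as past the size rule with at least 100 UMIs over both libraries and a log2 ratio of at least 0.75 in either direction, the fold change named in the legends of Fig. 3 and Fig. 4. A list of genes is given by its median log2 ratio, with the percentile of that median among 10000 random lists of the same size and like expression, which describes these libraries and is not a test.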

To characterize the transcriptional response of the small intestinal epithelium to microbes, we performed scRNAseq on crypt-enriched whole small intestinal epithelium from GF mice and SPF mice. To normalize differences in genetics and establish physiological conventionalization from birth, a SPF mouse line was derived by oral gavage of GF female breeders with SPF fecal content. We annotated the fecal and ileal microbiota of our SPF mice used for scRNAseq by 16S rRNA sequencing (Supp Figure 1A). Crypt enrichment was performed to capture a greater proportion of ISCs and PCs, while simultaneously capturing all epithelial cell lineages along the crypt-villus axis.^15^ 

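In the GF library, 428 barcodes had under 1000 UMIs, 1203 had under 600 genes and 1133 (24.2%) had over 50% mitochondrial UMIs, the thresholds of the paper's methods, and 3057 passed all of them. In the SPF library the numbers were 520, 1707 and 1375 (23.8%), and 3555 passed. Of the cells that passed, 729 GF (23.8%) and 1331 SPF (37.4%) had over 25% mitochondrial UMIs. Clustering gave 4 immune-like clusters, led by T cell genes (Gzma, Ccl5; Xcl1, Cd160), B cell genes (Cd79a, Igkc) and Lyz2 with Siglech. They held 689 GF (22.5%, 21.1 to 24.1) and 282 SPF cells (7.93%, 7.06 to 8.87). A further 114 GF and 54 SPF cells with a Ptprc UMI were removed, which left 2254 GF and 3219 SPF cells. With only the immune-like clusters removed, 2368 and 3273 cells were kept. A limit of 25% mitochondrial UMIs moved the numbers most, to 1559 and 1913. The kept GF cells had a median of 9893.5 UMIs, 2674.5 genes and 11.9% mitochondrial UMIs, and the kept SPF cells 6243 UMIs, 1788 genes and 14.9%.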

Following the removal of low quality and immune cells, we analyzed 2365 GF epithelial cells and 3272 SPF epithelial cells (Supp Figure 1D). This revealed 11 distinct clusters of epithelial cells that were labeled as ISCs, ISC-like transit amplifying cells (TA1), differentiating TA cells (TA2), PCs, two clusters of GCs (GC1, GC2), EECs (EE), tuft cells, and three clusters of mature ECs (V1-V2, V3-V4, V5-V6) based on established markers^20,28^ (Figure. 1A, B). Specifically, mature EC clusters were identified based on villus-axis zonation markers as identified by Moor et al. whereby *Reg1* marked villus bottom ECs (V1-V2), *Slc2a2* marked mid-villus ECs (V3-V4), and *Ada and Apoa4* marked villus tip ECs (V5-V6). Furthermore, while two TA cell clusters were identified based on their expression of cell cycle markers (*Mki67, Mcm6*, and *Mcm5*), TA1 had greater expression of ISC associated markers such as *Olfm4, Slc12a2*, and *Lgr5*, while TA2 had greater expression of enterocyte differentiation marker *Hes1* (Figure. 1B). 

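Clustering of the kept cells gave 17 clusters. From the marker genes, 14 of them were named and fell into 10 classes, with the 3 zones of the villus taken as classes of their own. The thresholds of the naming were set after the clusters had been seen. ISC-like cells were 1 cluster of 1029 cells, led by Olfm4, Clca3b, Slc12a2 and Gkn3, with a median of 37.1% mitochondrial UMIs. Of its GF cells 93.7% and of its SPF cells 94.7% were over 25%, so every statement here on ISC-like cells is one on cells with a high mitochondrial share. PC-like cells were 1 cluster (217 cells, led by Defa23, Gm14851, Gm7861 and Lyz1), as were EE-like cells (144, led by Chgb, Nts and Gip) and tuft-like cells (103, led by Dclk1, Rgs13 and Alox5ap). GC-like cells were 4 clusters of 326, 223, 177 and 49 cells, each with at least 3 of the GC markers raised. Unnamed were cluster 2 (477 cells, led by Gpx1, Car4 and Rbp7), cluster 5 (393 cells, led by 4430402I18Rik, Dmbt1 and mitochondrial genes) and cluster 14 (105 cells with a median of 1378 UMIs). The unnamed clusters together held 16.7% of the GF and 18.6% of the SPF cells. The resolution moved the number of clusters most, with 27 at a Leiden resolution of 2.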

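Villus bottom EC-like cells were cluster 3 (420 cells), led by Reg1, Gsta1 and Papss2, with a median of 16517.5 UMIs and 9.48% mitochondrial UMIs. Mid-villus EC-like cells were cluster 4 (402 cells, led by Lct, Leap2 and Ace, with Slc2a2 among the first 10 genes) and cluster 11 (181 cells, 91 GF and 90 SPF, led by Fabp6, with none of the markers used for naming among its first 10 genes). Apoa4 was also among the first 10 genes of cluster 4. Every EC-like cluster was given the zone whose markers scored highest in it. Whether cluster 11 is set apart by zone or by something else was not tested. Villus tip EC-like cells were cluster 7 (345 cells), led by Ada and Slc28a2, with Apoa4 among the first 10 genes. This cluster had a median of 4371 UMIs and 41.6% mitochondrial UMIs, against 11481.5 UMIs and 14.2% in cluster 4.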

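TA1-like cells are cluster 1 here (511 cells, 224 GF and 287 SPF). All 9 ISC markers and 8 of the 9 cell cycle markers were raised in it, and its leading genes were Jaml, Cdca7 and Ifitm3. Its first 10 genes held 3 ISC markers (Cdca7, Axin2 and Olfm4) and none of the cell cycle markers, so the name rests on the raised markers and cluster 1 is compared between conditions by its number. TA2-like cells were cluster 6 (371 cells, 158 GF and 213 SPF), with 8 cell cycle markers raised, Mki67 and Mcm5 among them, and with Nusap1, Cenpa and Hmgb2 among the leading genes. The median depth was 18562 UMIs in cluster 1 and 22779 in cluster 6.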

Cells from either GF or SPF samples were well represented in each epithelial cell subset identified (Figure. 1A).

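Of all kept cells 41.2% came from the GF library. By cluster, GF cells were from 24.7% (cluster 5, unnamed, 97 GF and 296 SPF cells) to 60.9% (cluster 4, mid-villus EC-like, 245 and 157 cells). The smallest cluster, 16 (GC-like), held 25 GF and 24 SPF cells. The 43 genes that the paper reports as different or as expressed were left out of the genes used for clustering. Lct and Ace, which lead cluster 4 and are higher in GF, were not among those left out.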

As previous literature suggests that microbes alter the cellular architecture of the small intestinal epithelium,^29,30^ we investigated changes in the abundance of ISCs (Olfm4+), TA cells (BrdU+), PCs (Lyz+), and GC (Muc2+). The presence of microbes did not impact the regenerative compartment of the crypts as no differences in abundances were observed in Olfm4+, BrdU+, or BrdU+Olfm4+ cells between GF and SPF mice (Figure. 1C). In line with previous observations, SPF mice had significantly increased numbers of PCs in the crypt compared to GF mice^29,30^ (Figure. 1D). No differences in abundance were observed in GCs between GF and SPF mice (Figure. 1E).

As PCs were increased in SPF mice, we performed trajectory inference analysis by PAGA and RNA velocity to investigate potential microbe-driven differences in epithelial cell lineage differentiation. PAGA and RNA velocity of all epithelial cell lineages showed the differentiation of ISCs to ECs or secretory lineages branched between the TA1-TA2 cluster and that this differentiation progression was the same between GF and SPF mice (Supp Figure 2A, B). 

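PAGA connectivity runs from 0 to 1 and was computed in each library on its own, on the graph of all kept cells. RNA velocity was not run here. Between ISC-like and TA1-like cells (cluster 1) connectivity was 0.131 in GF and 0.085 in SPF, and between TA1-like and TA2-like cells 0.969 and 0.669. TA2-like cells joined the unnamed cluster 2 (0.381 and 0.576), which joined villus bottom EC-like cells (0.532 and 0.746). Along the villus, connectivity was 0.429 and 0.477 between villus bottom and mid-villus EC-like cells, 0.444 and 0.740 between mid-villus and villus tip, and 0.299 and 0.332 between villus bottom and villus tip. ISC-like cells were joined most to the unnamed cluster 5 (1.0 in GF and 0.543 in SPF), which has a like mitochondrial share. PAGA values have no interval, and a difference between the libraries cannot be tested.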

In line with previous literature, ECs progressed from ISC to V5-V6 EC through TA cells and V1-V4 EC clusters.^28^ For better resolution of the secretory lineage progression, we performed trajectory inference on subclustered ISC, TA1, TA2, PC, GC1, GC2, EE, and tuft clusters. PAGA and RNA velocity showed similar secretory lineage progression between GF and SPF mice (Supp Figure 2C, D). 

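Connectivity of the secretory classes was read from the same graphs, without subclustering. PC-like cells had 0.0648 in GF and 0.105 in SPF with TA1-like cells (cluster 1), 0.0040 and 0.0053 with ISC-like cells, and 0 in both libraries with TA2-like cells. Their highest value was with the unnamed cluster 5 (0.163 and 0.137). EE-like cells had 0.118 and 0.281 with TA1-like, 0.0073 and 0.219 with TA2-like and 0.0415 and 0.0312 with ISC-like cells. GC-like cells had 0.0748 and 0.0582 with TA1-like, 0.0608 and 0.0515 with TA2-like and 0.0240 and 0.0154 with ISC-like cells.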

Irrespective of microbes, PC are derived from ISC and TA1 clusters, while EE and GC clusters are derived from TA2, which arises from ISC and TA1 (Supp Figure 2C, D, E). Unexpectedly, GF tuft cells are more associated with GC2 lineage, while SPF tuft cells are more associated with ISCs (Supp Figure 2C, E). These data suggest that EC and secretory lineage differentiation progresses independently of microbes.

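Tuft-like cells (37 GF and 66 SPF) had a connectivity of 0.0524 in GF and 0.0250 in SPF with ISC-like cells, and of 0.0297 and 0.0181 with all GC-like cells. By GC-like cluster it was 0.1165 and 0.0720 with cluster 12, 0.0175 and 0 with cluster 8, and 0 in both libraries with clusters 9 and 16. With TA1-like cells (cluster 1) it was 0.1456 in both libraries, and with TA2-like cells 0 and 0.0245. Among the remaining classes it was 0.2915 and 0.1588 with cluster 5, 0.0455 and 0.0585 with cluster 2, 0.0560 and 0.0231 with villus tip, 0 and 0.0351 with villus bottom, 0.0129 and 0 with mid-villus EC-like cells, 0.0311 and 0 with EE-like cells, and 0 in both libraries with PC-like cells and cluster 14. As 1 figure for the statement, ISC-like minus GC-like connectivity was taken, SPF minus GF, which gave -0.0158. This form was chosen after the values had been seen, and the ISC-like connectivity alone, SPF minus GF, was also looked at. With 15 components in place of 30 the figure was -0.0402.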

**Figure 2.**
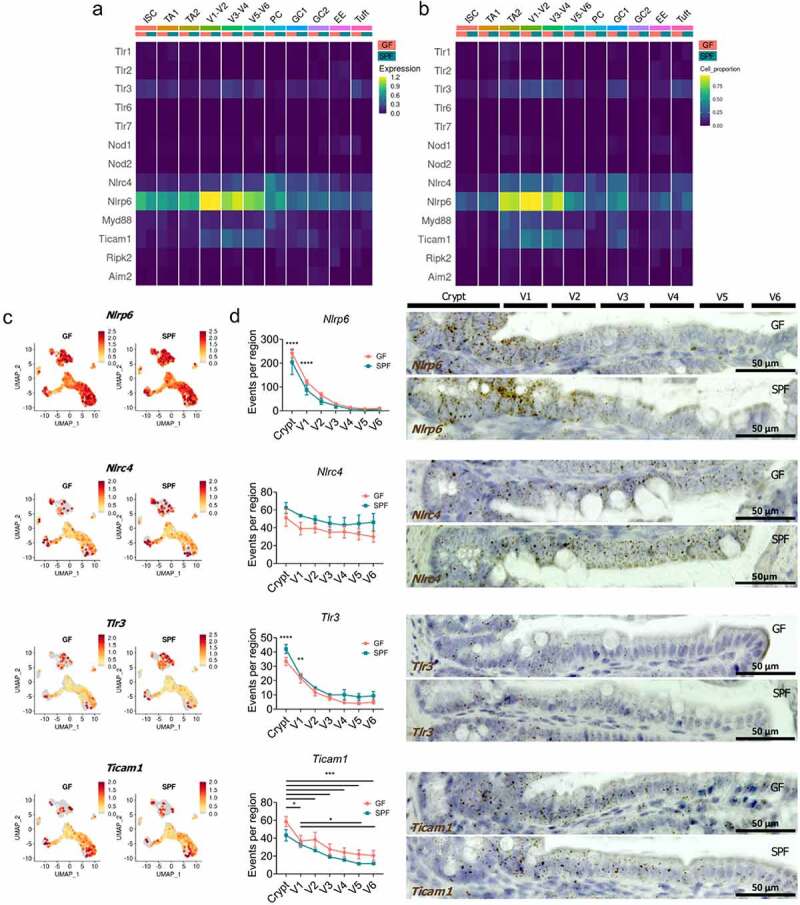
**Transcriptional mapping and validation of pattern recognition receptors (PRRs) and adaptors across intestinal epithelial cell subsets**. A) Average expression of PRRs and adaptors across epithelial cell subsets in GF and SPF. B) Proportion of cells expressing PRRs and adaptors across epithelial cell subsets in GF and SPF. C) UMAP gene expression of *Nlrp6, Nlrc4, Tlr3*, and *Ticam1* within GF and SPF epithelial cells. D) Quantification of *in situ* hybridization of *Nlrp6, Nlrc4, Tlr3*, and *Ticam1* along the crypt-villus axis. 10 jejunal/ileal crypt-villus units were assessed per mouse (n = 4–6). Stains were quantified using CellProfiler. Representative images shown. Bars represent mean ± SEM. Gene expression values are shown as normalized log_e_ expression. *, p < .05, **, p < .005, ***, p < .001, ****, p < .0001 compared to V3-V6. by two-way ANOVA, post hoc Tukey test.

### Transcriptional map of pattern recognition receptors and adaptors in the small intestinal epithelium

To determine which cell clusters have a direct capacity to sense and respond to microbes, we annotated the expression profile of pattern recognition receptors (PRRs) and their adaptors within our integrated single-cell dataset. Across all epithelial cell lineages, PRRs were expressed at low levels and were not differentially expressed with the presence of microbiota in SPF mice (Figure. 2A). 

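Summed over 13 PRRs, GF cells held 5009 UMIs, 186 CPM (181 to 191), and SPF cells 5958 UMIs, 173 CPM (168 to 177), a log2 ratio of -0.11. With equal weight for each class the ratio was -0.05, the largest move toward 0. A UMI of at least 1 of these PRRs was found in 64.8% of GF and 57.1% of SPF cells. Since kept GF cells had more UMIs, every cell was also thinned to 1000 UMIs, which left 15.2% of GF cells (13.7 to 16.7) and 12.9% of SPF cells (11.8 to 14.1) with such a UMI. No PRR with at least 100 UMIs went past the size rule in all epithelial cells.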

*Tlr3, Nlrc4, Nlrp6* were the highest expressed PRRs along the crypt-villus axis, while *Myd88* and *Ticam1* were the highest expressed adaptors (Figure. 2A). 

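Nlrp6 (ENSMUSG00000038745, chromosome 7, 140920902 to 140929192) had 4001 UMIs in GF and 4752 in SPF cells, 149 and 138 CPM. Nlrc4 (ENSMUSG00000039193, chromosome 17, 74425438 to 74459142) had 19.0 and 18.3 CPM, and Tlr3 (ENSMUSG00000031639, chromosome 8, 45395665 to 45411080) 11.5 and 11.2. Next among the 13 PRRs came Tlr1 with 1.89 and 2.00 CPM. Of the adaptors, Ticam1 (ENSMUSG00000047123, chromosome 17, 56269319 to 56276786) had 21.1 and 15.9 CPM and Myd88 (ENSMUSG00000032508, chromosome 9, 119335934 to 119341411) 12.8 and 10.6.

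A UMI of Nlrp6 was found in 57.8% of GF and 50.2% of SPF cells, and after thinning to 1000 UMIs in 12.1% (10.8 to 13.5) and 9.82% (8.81 to 10.9). In immune-like cells, which give a level for comparison outside the epithelium, the thinned shares were 2.76% and 2.48%. For Nlrc4 the shares were 18.9% and 15.9%, thinned 1.82% and 1.80%, and in thinned immune-like cells 0.726% and 0.709%. For Tlr3 they were 12.2% and 10.8%, thinned 1.06% and 1.24%, and in thinned immune-like cells 0.145% and 0%.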

Interestingly, *Tlr4* and *Tlr5* were not detected in any cells (Data not shown). 

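Tlr4 (ENSMUSG00000039005, chromosome 4, 66827584 to 66930284) had 0 UMIs in the kept cells of both libraries, which with 3 UMIs as the limit of a count of 0 allows up to 0.133% of GF and 0.0932% of SPF cells. Tlr5 (ENSMUSG00000079164, chromosome 1, 182954788 to 182976044) had 2 UMIs in 2 GF cells and 1 UMI in 1 SPF cell.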

Key crypt-villus axis distributions were observed with respect to the expression of *Tlr3, Nlrc4, Nlrp6, Myd88*, and *Ticam1*. 

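By class, the summed PRRs were highest in villus bottom EC-like cells, with 281 CPM in GF (261 to 302) and 284 in SPF (268 to 300), among the named classes. They were 215 and 243 in mid-villus EC-like cells, 187 and 183 in villus tip EC-like cells and 157 and 159 in TA2-like cells. TA1-like cells (cluster 1) had 160.3 and 141, ISC-like cells 120.5 and 109, GC-like cells 99.96 and 113, PC-like cells 87.5 and 84.1, EE-like cells 85.9 and 102, and tuft-like cells 139.9 and 82.3. The unnamed cluster 2 had 255 and 243. Mitochondrial UMIs count in these CPM, with a median share of 41.6% in villus tip and 9.48% in villus bottom EC-like cells. The order of the classes is given for CPM with mitochondrial UMIs only.

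A UMI of a PRR was found in 96.9% of villus bottom, 82.5% of mid-villus, 44.6% of villus tip EC-like and 92.5% of TA2-like cells of both libraries. After thinning to 1000 UMIs these shares were 23.1% (19.1 to 27.4), 18.9% (15.8 to 22.3), 12.5% (9.17 to 16.4) and 13.2% (9.93 to 17.1). Immune-like cells had 8.86% after thinning (7.15 to 10.8). Ticam1 had 27.2 CPM in villus bottom, 36.3 in mid-villus and 33.6 in villus tip EC-like cells.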

Within the enterocyte lineages (TA2, V1-V2, V3-V4, and V5-V6), these clusters had the greatest expression and proportion of cells expressing PRRs and adaptors (Figure. 2A, B). In GCs, these genes are similarly expressed between GC1 and GC2, but expressed in a greater proportion of cells in GC1 relative to GC2 (Figure. 2A, B). This is a result of a smaller proportion of GC2 cells expressing these genes in greater abundance and suggests that there are two population of GCs differentially expressing PRRs. 

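GC-like cells were 4 clusters here, and none was matched to GC1 or GC2. In the GC-like clusters 8, 9, 12 and 16 the summed PRRs had 82.3 (64.1 to 104), 62.1 (53.5 to 71.8), 145 (134 to 157) and 66.1 CPM (38.5 to 106). A UMI of a PRR was found in 17.5%, 50.2%, 84.7% and 28.6% of their cells, which had a median of 2288.5, 13155, 25732 and 3758 UMIs. With every cell thinned to 1000 UMIs, the shares were 7.67% (5.02 to 11.1), 8.07% (4.85 to 12.5), 15.3% (10.3 to 21.4) and 8.16% (2.27 to 19.6). Cluster 12, with the highest share, also had 5 cell cycle markers raised. For Ticam1, clusters 8, 9 and 12 had 9.40, 14.2 and 15.2 CPM.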

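A UMI of at least 1 of the 13 PRRs was found in 33.3% of ISC-like cells (median 3537 UMIs), in 39.2% of PC-like cells (median 4573 UMIs) and in 87.9% of TA1-like cells (cluster 1). With the total depth made equal by thinning to 1000 UMIs, the shares were 11.6% (9.67 to 13.7), 7.83% (4.63 to 12.2) and 15.7% (12.6 to 19.1). Mitochondrial UMIs and PC products count toward the 1000, so the depth left for other genes still differs between these classes.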

A similar observation was also made within the crypt compartment of ISC, PC, and TA1 cells, whereby a small proportion (<25%) of cells highly expressed these PRRs and adaptors (Figure. 2A, B).

As expression of PRRs and their adaptors was elevated in a fraction of cells within the ISC, TA1 and PC clusters, we subclustered these populations to assess their expression profiles with greater resolution. Subclustering of the ISC, TA1, and PC clusters identified a population of high mitochondria-gene expressing enterocytes, EC (Supp Figure 3A, B). 

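No subclusters were made here. Among the clusters of all kept cells, 4 had a median of over 25% mitochondrial UMIs, which were the ISC-like cluster 0, the unnamed cluster 5 (37.8%), the villus tip EC-like cluster 7 and the GC-like cluster 8 (26.2%). The EC markers Alpi, Sis, Apoa1, Lct, Anpep and Mttp were raised in cluster 7. In cluster 5, no EC marker was among the first 10 genes, and Olfm4, Slc12a2, Rgmb and Cdca7 were the markers raised.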

Mapping the expression of all PRRs, *Tlr3* and its adaptor *Ticam1* were more associated with TA cells than ISCs (Supp Figure 3C, D). 

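With both libraries taken together, Tlr3 had 14.9 CPM in ISC-like cells (11.4 to 19.3), 5.56 in TA1-like cells (cluster 1; 4.22 to 7.18) and 9.61 in TA2-like cells (7.69 to 11.9). Ticam1 had 5.06 in ISC-like (3.09 to 7.81), 7.09 in TA1-like (5.57 to 8.90) and 15.2 in TA2-like cells (12.8 to 18.0). In PC-like cells the levels were 2.88 and 5.04. Without mitochondrial genes, PC products and defensins in the CPM, a scaling chosen after seeing the data, Tlr3 had 24.4 in ISC-like, 6.17 in TA1-like and 10.4 in TA2-like cells, and Ticam1 8.28, 7.87 and 16.5. In the main CPM, Tlr3 was highest among all classes in mid-villus EC-like cells, with 19.1. In the other scaling mid-villus EC-like cells had 22.6 (18.8 to 26.9) and ISC-like cells 24.4 (18.6 to 31.5), so that order is not kept.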

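For the crypt classes, Nlrp6 had 80.4 CPM in ISC-like cells (71.8 to 89.8), 123 in TA1-like cells (cluster 1; 116 to 130), 124 in TA2-like cells and 51.1 in PC-like cells (39.9 to 64.5), with both libraries taken together. Immune-like cells had 32.7. Without mitochondrial genes, PC products and defensins in the CPM, a scaling chosen after seeing the data, Nlrp6 had 132 in ISC-like, 137 in TA1-like, 134 in TA2-like and 129.8 in PC-like cells (101 to 164). Nlrc4 had 26.7 in PC-like cells (18.8 to 36.7), against 9.36 in ISC-like (6.59 to 12.9), 13.4 in TA1-like (11.3 to 15.8) and 16.1 in TA2-like cells. Mid-villus EC-like cells had 26.7 as well, and villus bottom EC-like cells 20.8. In the other scaling Nlrc4 had 67.7 in PC-like (47.6 to 93.3) and 31.5 in mid-villus EC-like cells (27.0 to 36.5). A UMI of Nlrc4 was found in 15.7% of PC-like cells, and in 4.15% after thinning.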

*Nlrp6* was expressed consistently across ISC, TA, and PCs (Supp Figure 3C, D) and *Nlrc4* was strongly associated with PCs (Supp Figure 3C, D). To support these data, we validated the expression distribution of *Tlr3, Ticam1, Nlrp6*, and *Nlrc4* in the jejunal/ileal crypt-villus axis. *Nlrp6* was upregulated within the crypt and V1 region (Figure. 2C, D). *Nlrc4* was expressed throughout the crypt and villus (Figure. 2C, D). *Tlr3* and *Ticam1* were upregulated within the crypt and V1 region (Figure. 2C, D). Taken together these findings suggest that progenitor cells exiting the crypt are transcriptionally primed for microbial sensing, that PRRs display regional specificity along the crypt-villus axis, and that expression of PRRs in the small intestinal epithelium is not significantly altered by microbial colonization.

**Figure 3.**
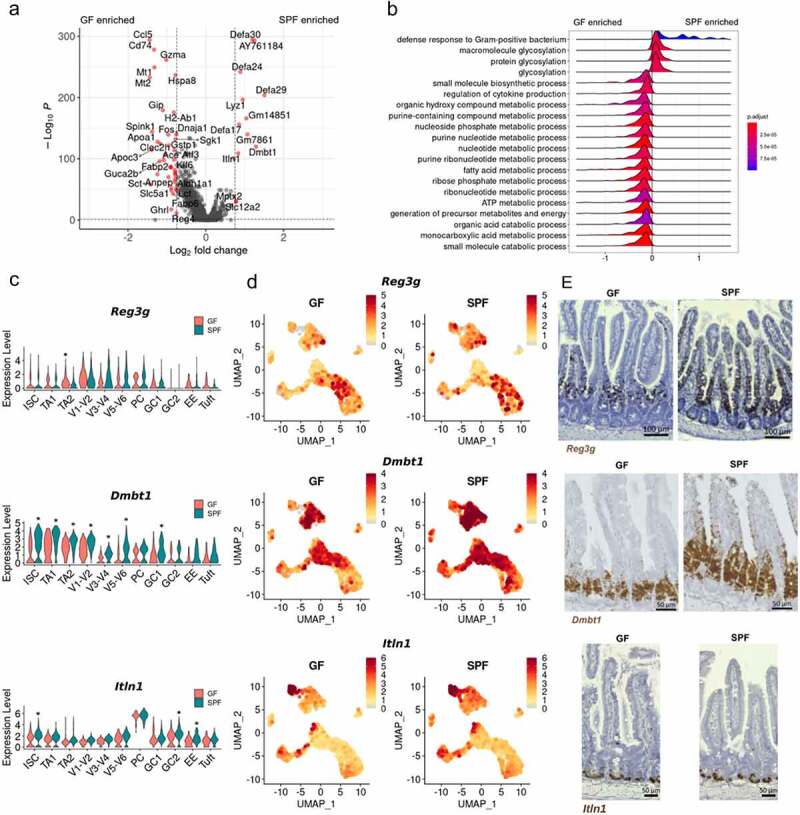
**Microbiota promotes the expression of host-defense associated genes**. A) Volcano plot highlighting differentially expressed genes between all GF and SPF epithelial cells. B) GSEA using GO: Biological Processes on ranked genes between GF and SPF epithelial cells. Gene sets are in decreasing order of their normalized enrichment score. C) Violin plots and D) UMAP visualization of *Reg3g, Dmbt1*, and *Itln1* expression across epithelial subsets in GF and SPF epithelial cells. E) In situ hybridization of *Reg3g, Dmbt1*, and *Itln1* in jejunal/ileal small intestine. Images are counterstained with hematoxylin. Representative images are shown (n = 4–6). *, p < .01 comparing GF and SPF clusters by Wilcoxon rank sum test and >0.75 Log_2_ fold change.

### The microbiota increases the expression of host defense associated genes within the small intestinal epithelium

To assess the transcriptional impact of the microbiota on the epithelium, we performed differential gene expression analysis of all GF and SPF epithelial cells. The microbiota significantly increased the expression of defensins (*Defa30, AY761184/Defa39, Defa24, Defa29*, and *Gm14851/Defa38*) and other host defense associated genes (*Lyz1, Itln1* and *Dmbt1*) (Figure 3A). 

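In all epithelial cells, Defa30 (ENSMUSG00000074444, chromosome 8, 21134642 to 21135598) had 2569.6 CPM in GF and 5257 in SPF, a log2 ratio of 1.03 (1.02 to 1.05). AY761184 (ENSMUSG00000058618, chromosome 8, 21702519 to 21703645) had 676 and 1559.8, 1.21 (1.18 to 1.23). Defa24 (ENSMUSG00000064213, chromosome 8, 21734494 to 21735471) had 6649.5 and 11912, 0.84. Defa29 (ENSMUSG00000074437, chromosome 8, 21325887 to 21327020) had 251 and 721, 1.52 (1.48 to 1.56). Gm14851 (ENSMUSG00000061958, chromosome 8, 21095074 to 21096050) had 909.9 and 1798.5, 0.98 (0.96 to 1.00). Reads of defensins with near-identical copies cannot be assigned with certainty. Lyz1 (ENSMUSG00000069515, chromosome 10, 117287797 to 117292868) had 1054 and 2125, 1.01 (0.99 to 1.03). Itln1 (ENSMUSG00000038209, chromosome 1, 171518122 to 171535294) had 549 and 931, 0.76 (0.73 to 0.79). Dmbt1 (ENSMUSG00000047517, chromosome 7, 131032053 to 131121630) had 642 and 1364, 1.09 (1.06 to 1.11).

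The median of these 8 genes was 1.02 (1.01 to 1.03), and of Lyz1, Itln1 and Dmbt1 alone it was 1.01 (0.99 to 1.03). Weight for the classes moved it most, to 0.30 with equal weight for each class, and PC-like cells are a larger share of the SPF cells. No gene-level interval given here covers differences between mice.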

Interestingly, compared to SPF, the GF epithelium upregulated the expression of a greater number of genes (Figure 3A). 

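Of 10999 genes with at least 100 UMIs, 206 were higher in SPF and 418 higher in GF past the size rule, 2.03 in GF for each in SPF. The gene filter moved the numbers most upward, to 530 and 818 with at least 20 UMIs. The fold change computed as Seurat does moved them most downward, to 9 and 35. Under every alternative the number in GF was the larger. The median log2 ratio over all genes was -0.03, and 33.0% of the genes past the rule were higher in SPF. With the libraries scaled to a median ratio of 0, the share was 36.9%. Among the largest ratios higher in SPF, of genes with at least 200 UMIs, were those of Iapp (2.87, 2.29 to 3.50), Wfdc10 (2.46), Mptx2 (1.98) and 2010007H06Rik (1.80), and the largest higher in GF those of Rgs1 (-4.43, -5.07 to -3.85), Hspa1a (-4.37), Pyy (-4.00), Hspa1b (-3.98) and Cyp2c29 (-3.75). Among the genes higher in GF past the rule were 14 of 14 T cell genes, 14 of 23 genes known to rise during dissociation of tissue and 10 of 30 chaperone genes.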

Using GSEA for GO biological processes in our gene list ranked by gene expression fold change, we observed that the SPF epithelium upregulated the expression of genes associated with glycosylation and the defense response to Gram-positive bacteria, while the GF epithelium had a gene expression profile associated with small molecule biosynthetic processes, regulation of cytokine production, and general metabolic processes (Figure 3B).

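GSEA was not rerun, since the GO gene sets were not used here. For all cells, the paper's supplementary table gives normalized enrichment scores of 2.00 for glycosylation, 2.15 for the defense response to Gram-positive bacteria and -1.55 for cytokine production. The genes that it lists as driving the first of these sets had a median log2 ratio of 0.22 in all epithelial cells, with 55 of 62 higher in SPF. Since these genes were selected from the same cells, they give no independent measure. A list of 116 genes from glycosylation families, fixed by gene symbol alone, had a median of 0.08 (0.06 to 0.13), at the 100th percentile of random lists. It held 1 gene higher in SPF and 1 higher in GF past the size rule, of 95 with enough UMIs.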

We further performed differential gene expression and GSEA analyses between GF and SPF cells of each cell cluster to determine cluster-specific differential gene expression profiles. 

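In all cells outside the PC-like class, the median log2 ratio of Defa30, AY761184, Defa24, Defa29, Gm14851, Lyz1, Itln1 and Dmbt1 was 0.85 (0.84 to 0.87). Equal weight for 3 strata of the mitochondrial share, an alternative chosen after seeing the data, moved it most, to 1.05, and a limit of 25% mitochondrial UMIs lowered it to 0.74. By class the median was 1.04 in ISC-like, 0.45 in TA1-like (cluster 1), 1.02 in TA2-like, 0.90 in villus bottom, 0.96 in mid-villus and 1.102 in villus tip EC-like, 0.92 in GC-like, 0.97 in EE-like and 0.96 in tuft-like cells. Past the size rule were all 8 genes in ISC-like, TA2-like and villus tip EC-like cells, 7 in mid-villus EC-like and EE-like, 6 in villus bottom EC-like and tuft-like, 5 in GC-like and 1 in TA1-like cells. Whether the classes differ was not tested. In EC-like cells, the summed level of 15 PC products was 1.36% in GF and 2.13% in SPF of that in PC-like cells, and it followed their levels in PC-like cells from product to product.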

Interestingly, defensins and host defense associated genes were differentially expressed across most epithelial cell lineages (Supp Figure 4). 

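In ISC-like and TA1-like cells taken together, the glycosylation families (101 genes with enough UMIs) had a median log2 ratio of 0.20 (0.15 to 0.25), with 73 genes higher in SPF. Random lists of like expression had a median of -0.08 there. Size factors from total UMIs moved the value most, to 0.35, with no TA1-like cluster found, and the fold change computed as Seurat does gave 0.07. In ISC-like cells alone the median was 0.29, with 74 of 94 genes higher in SPF, and in TA1-like cells (cluster 1) 0.07 (-0.01 to 0.10), with 58 of 96. In strata chosen after seeing the data, it was -0.01 among cells of these classes together with under 10% mitochondrial UMIs, 0.03 with 10% to 25% and 0.32 with over 25%. Other classes had 0.04 (TA2-like), 0.04 (EC-like, 0.00 to 0.13), 0.16 (villus tip EC-like), 0.09 (GC-like), 0.02 (EE-like), -0.0018 (tuft-like) and -0.06 (PC-like). Whether ISC-like cells differ from the other classes was not tested. The genes that the paper's table lists as driving the set in ISCs had a median of 0.39 in ISC-like cells.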

The microbiota-induced expression of genes associated with glycosylation appeared to be specifically associated with ISC and TA1 cells (Supp Figure 4). 

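Ribosomal protein genes (80) had a median log2 ratio of 0.22 (0.21 to 0.23) in mid-villus and villus tip EC-like cells together, with 79 genes higher in SPF. None of the 80 went past the size rule in all epithelial cells. A limit of 25% mitochondrial UMIs moved the median most, to 0.06. Within cells of under 10%, 10% to 25% and over 25% mitochondrial UMIs, strata chosen after seeing the data, it was -0.15, 0.44 and 0.38, so the sign turns in the cells with the lowest mitochondrial share (65 GF and 44 SPF). By class it was 0.20 in mid-villus and 0.24 in villus tip EC-like cells, 0.40 in villus bottom EC-like, 0.27 in PC-like, 0.23 in GC-like, 0.10 in TA1-like (cluster 1) and 0.05 in TA2-like cells, and 0.13 in all epithelial cells.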

Microbiota induced genes associated with ribosomes and translation in mid/upper villus cells V3-V4 and V5-V6 (Supp Figure 4). Finally, the GF epithelium increased the expression of genes associated with cytokine production across most epithelial subsets and genes associated with responses to unfolded proteins in PCs, TA2s, and Tuft cells (Supp Figure 4).

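The genes that the paper's supplementary table lists as driving cytokine production in all cells (67 found) had a median log2 ratio of -0.22 (-0.27 to -0.21), with 65 higher in GF. Computed as Seurat does, it was -0.08, the largest move. These genes were selected from the same comparison, so their direction is not an independent measure. By class the median was -0.56 in ISC-like, -0.19 in TA1-like (cluster 1), -0.12 in TA2-like, -0.25 in EC-like, -0.46 in PC-like, -0.10 in GC-like, -0.20 in EE-like and -0.11 in tuft-like cells (-0.30 to 0.09). T cell genes, which epithelial cells should lack, had a median of -1.98 in the same cells, and without T cell, MHC class II and dissociation genes the cytokine median was -0.21.

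Chaperone genes (30), in place of the unfolded protein set, had a median of -0.51 (-0.55 to -0.43) in PC-like, TA2-like and tuft-like cells together, with all 30 higher in GF. The Seurat computation moved it most, to -0.30. The median was -0.43 in TA2-like, -0.45 in PC-like and -0.09 (-0.26 to 0.05) in tuft-like cells, nearer to 0 in each than in the pool. The mix of the pool differs between the libraries, with 4078767 of 4762959 UMIs from TA2-like cells in GF and 4868221 of 6644599 in SPF. The chaperone median was -0.59 in TA1-like cells and -0.37 in all epithelial cells. The list of genes that rise during dissociation, which holds heat shock genes, was higher in GF too, with a median of -0.89 in all epithelial cells. No chaperone median without such genes is given, so a response to dissociation remains open here.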

**Figure 4.**
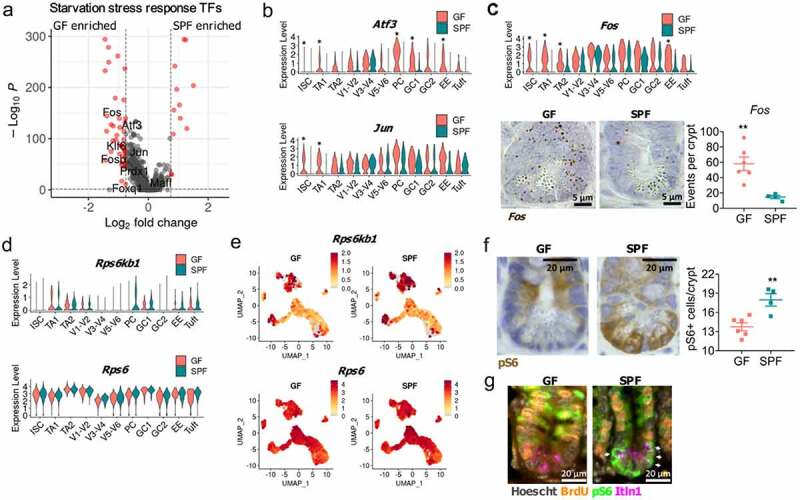
**Microbiota suppresses transcriptional nutrient stress response and activates mTOR signaling**. A) Overlay of nutrient starvation stress response transcription factor genes upon gene expression volcano plot of all GF and SPF epithelial cells. B) Violin plot of *Atf3* and *Jun* expression across GF and SPF epithelial cells. C) Violin plot of *Fos* expression across GF and SPF epithelial cells and quantification and representative image of *Fos* in situ hybridization within GF and SPF jejunal/ileal small intestinal crypts. D) Violin plots and E) UMAP visualization of *Rps6kb1* and *Rps6* epithelial subsets in GF and SPF epithelial cells. *, p < .01 comparing GF and SPF clusters by Wilcoxon rank sum test and >0.75 Log_2_ fold change. F) pS6 staining and quantification of jejunal/ileal small intestinal crypts from GF and SPF mice. G) Immunofluorescence co-staining of BrdU, pS6, and Itln1 in GF and SPF jejunal/ileal small intestinal crypts. Arrows indicate co-expression of Itln1 and pS6. Representative images shown (n = 4–6). Each point represents the mean quantification 20 crypts from one mouse (n = 4–6). Stains were quantified using CellProfiler. Bars represent mean ± SEM. **, p < .005 by two-tailed Student’s t-test.

To validate the microbially induced expression of host-defense associated genes, we performed in situ hybridization for *Reg3g, Dmbt1*, and *Itln1* in the jejunal/ileal crypt-villus axis. *Reg3g* has previously been shown to be induced in PCs by bacteria in a Myd88/Tlr-dependent manner.^31,32^ We observed an increase in *Reg3g* expression in GF TA2 cells and a trending increase in *Reg3g* expression in SPF V3-V4, V5-V6, and PCs (Figure 3C, D). These observations were validated by *in situ* hybridization, as the SPF epithelium increased expression of *Reg3g* in villus epithelial cells and within the crypts (Figure 3E). 

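Reg3g (ENSMUSG00000030017, chromosome 6, 78466269 to 78468872) had 383 CPM in GF and 142 in SPF TA2-like cells, a log2 ratio of -1.43 (-1.56 to -1.2996). In mid-villus EC-like cells it had 643 and 1478, 1.2014 (1.13 to 1.27), and in villus tip EC-like cells 100.4 and 194, 0.95 (0.55 to 1.35). PC-like cells had 122 and 174 with 46 GF and 176 SPF UMIs, 0.51 (0.04 to 1.01). The ratio was -1.23 in TA1-like cells (cluster 1; -1.45 to -1.02), -0.28 in villus bottom EC-like (-0.36 to -0.19), -0.27 in ISC-like (-0.55 to 0.02), 0.26 in GC-like (0.07 to 0.45), -0.48 in EE-like and -0.90 in tuft-like cells (-1.46 to -0.33). In all epithelial cells it was -0.24 (-0.28 to -0.20). The villus bottom ratio changed sign under 4 alternatives, most with the 13 GF cells and 1 SPF cell called doublets by Scrublet removed (1.00). Under each of these 4 the cells were clustered and named anew, so the class there need not hold the same cells. Signs also changed in TA1-like (0.37), tuft-like (0.23) and GC-like cells (-0.078), each under 1 alternative, and in all epithelial cells under 3 (0.10, 0.10 and 0.0038). The mid-villus class pools cluster 4, with 140.3 CPM in GF and 922 in SPF (2.72, 2.56 to 2.88), and cluster 11, with 1932 and 2824 (0.55, 0.46 to 0.63), a split made after seeing the data. Whether the classes differ was not tested.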

Strikingly, the microbiota dramatically increased *Reg3g* expression within the PC region (Figure 3E). *Dmbt1* expression was greatest within crypt-associated populations and was significantly increased in SPF ISC, TA1, TA2, V1-V2, V3-V4, V5-V6, and GC1 clusters compared to the GF epithelium (Figure 3C, D). 

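Among the named classes, Dmbt1 was highest in ISC-like and TA2-like cells. ISC-like cells had 1121 CPM in GF and 2259.7 in SPF, and TA2-like cells 1144 and 2151.5. The log2 ratios were 1.01 (0.93 to 1.0953) and 0.91 (0.86 to 0.96). TA1-like cells (cluster 1) had 719 and 1184, 0.72 (0.66 to 0.78), under the size rule. Villus bottom EC-like cells had 298 and 1129, 1.92 (1.81 to 2.03), mid-villus 94.2 and 276, 1.55 (1.37 to 1.74), and villus tip 111 and 740.0, 2.74 (2.43 to 3.06). GC-like cells had 362 and 857, 1.24 (1.15 to 1.34), EE-like cells 132 and 574, 2.12, and tuft-like cells 163 and 429.9, 1.40. In PC-like cells the levels were 119 and 218, 0.87 (0.40 to 1.36). Under every alternative that found the class the ratio was above 0, and the lowest was 0.44, in TA1-like cells, which 4 of the alternatives did not find.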

In situ hybridization supported these observations as *Dmbt1* expression in SPF mice marked a greater region of TA cells and villus epithelial cells (Figure 3E). *Itln1* was most associated with PCs (Figure 3C, D) and in situ hybridization supported this observation as *Itln1* expression was associated with granulated crypt cells (Figure 3E). 

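Itln1 had 16749 CPM in GF and 16810.1 in SPF PC-like cells, a log2 ratio of 0.01 (-0.04 to 0.05). Outside the PC-like class it had 319 and 452, 0.50, and over 15 PC products the levels in EC-like cells followed those in PC-like cells. GC-like cells had 672 and 557.5, -0.27 (-0.35 to -0.19), and TA1-like cells (cluster 1) 632 and 784, 0.31. The remaining ratios were 0.82 in ISC-like (327 and 579), 0.91 in TA2-like, 0.82 in villus bottom, 0.82 in mid-villus and 0.84 in villus tip EC-like, 1.25 in EE-like and 0.52 in tuft-like cells. Under some alternatives the sign reversed in ISC-like (-0.22, -0.31 and -0.38), TA1-like (-0.33 and -0.36), EE-like (-0.66), GC-like (0.38 and 0.19) and tuft-like cells (-0.22).

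**Figure D1:**
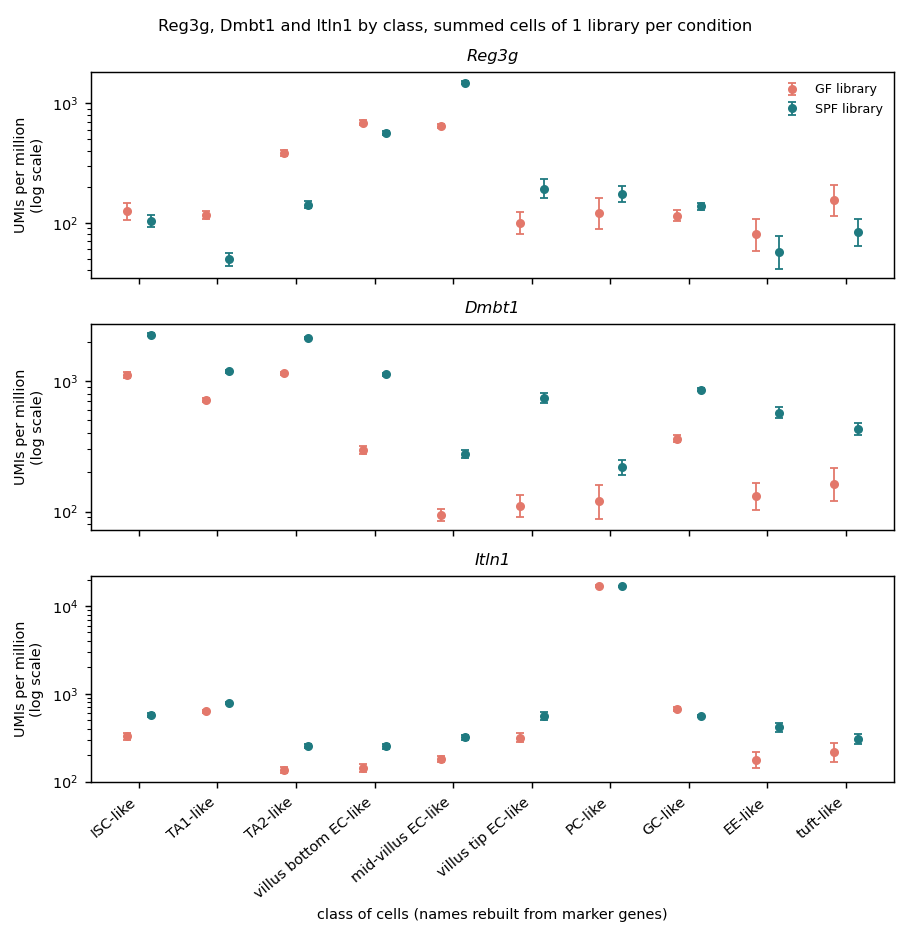
CPM of Reg3g, Dmbt1 and Itln1 by class in the GF and SPF libraries, with exact Poisson 95% intervals, which cover counting error only (1 library per condition).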

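From the differences in defensins and Itln1 and the higher number of PCs in sections, the paper proposes that more PCs in part drive them. PC-like cells were a larger share of the SPF cells by a log2 ratio of 0.84, and of the SPF UMIs by 1.07. The 15 PC products (9 defensins, AY761184, Gm14851, Lyz1, Ang4, Mmp7 and Itln1) had a median log2 ratio of 0.84 in all epithelial cells, 0.67 outside the PC-like class and -0.02 (-0.05 to 0.02) within it. They hold 487292 CPM in GF and 502375 in SPF PC-like cells, which damps ratios in CPM. Scaled to the UMIs of the other genes, chosen after seeing the data, the median within the class was -0.02 (-0.05 to 0.02) too. Defining genes of PCs were used in the clustering behind these shares.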

As defensins and *Itln1* were identified in our previous observation as differentially expressed within the epithelium, we postulate that this may be partially driven by an overall increase in PCs in the SPF epithelium as described earlier (Figure 1D).

### Microbiota-dependent metabolic signals drive pS6 signaling in the small intestinal crypts

The microbiota is known to be a critical mediator of host metabolism as it provides nutrients such as vitamin K^33^ and short chain fatty acids.^34,35^ While GF and SPF mice were fed the same diets, it is likely they are exposed to different nutrients due to the lack of microbially derived metabolites in GF mice. The overall association of the increased gene expression associated with various metabolic processes in the GF epithelium supports this hypothesis (Figure 3B). Moreover, previously identified starvation stress response transcription factors^36^ were upregulated within the GF epithelium (Figure 4A). These stress response transcription factors, such as *Atf3, Fos*, and *Jun* had increased expression within crypt cells, such as ISC and TA1 of GF mice and GF PCs had increased expression *Atf3* and trending increases in *Fos* and *Jun* (Figure 4B, C). This observation was supported by a significant increase in *Fos* staining within the jejunal/ileal crypts of GF mice (Figure 4C). 

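All 8 factors of Fig. 4A were higher in GF in all epithelial cells, with a median log2 ratio of -1.02 (-1.0973 to -0.99), and -2.45 in ISC-like cells. Klf6 had 224 CPM in GF and 103 in SPF, -1.11 (-1.17 to -1.05). Fosb had 87.0 and 42.9, Maff 19.0 and 7.53 (-1.34), Foxq1 21.1 and 10.4, and Prdx1 1216 and 1045, -0.22 (-0.24 to -0.20). Atf3, Fos and Jun had -1.37 (-1.45 to -1.29), -1.02 (-1.06 to -0.98) and -0.61 (-0.66 to -0.56). A list of 24 other genes that rise during the dissociation of tissue had a median of -0.89 (-0.94 to -0.85) in the same cells, all of them higher in GF.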

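Atf3 (ENSMUSG00000026628, chromosome 1, 191170296 to 191218039) had 116 CPM in GF and 14.7 in SPF ISC-like cells, a log2 ratio of -2.98 (-3.52 to -2.46). In TA1-like cells (cluster 1) it had 99.3 and 18.1, -2.46 (-2.78 to -2.15), and in PC-like cells 366 and 66.3, -2.47 (-2.91 to -2.03). Fos (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273) had 459 and 61.1 in ISC-like cells, -2.91 (-3.17 to -2.66). Its ratio was -1.62 (-1.75 to -1.49) in TA1-like and -1.22 (-1.5026 to -0.95) in PC-like cells. Jun (ENSMUSG00000052684, chromosome 4, 95049034 to 95052222) had 313 and 70.2 in ISC-like cells, -2.16 (-2.42 to -1.90). Its ratio was -0.99 (-1.13 to -0.85) in TA1-like and -1.02 (-1.31 to -0.73) in PC-like cells. In villus bottom EC-like cells Jun was higher in SPF, 0.24 (0.08 to 0.40).

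The median of the 3 genes over ISC-like and TA1-like cells was -1.94 (-2.06 to -1.83). The Seurat computation moved it most, to -1.08. With at least 2000 UMIs per cell it was -2.71, but no TA1-like cluster was found there and the value is of ISC-like cells alone. In these cells 23 other dissociation genes had a median of -1.40 (-1.55 to -1.20).

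**Figure D2:**
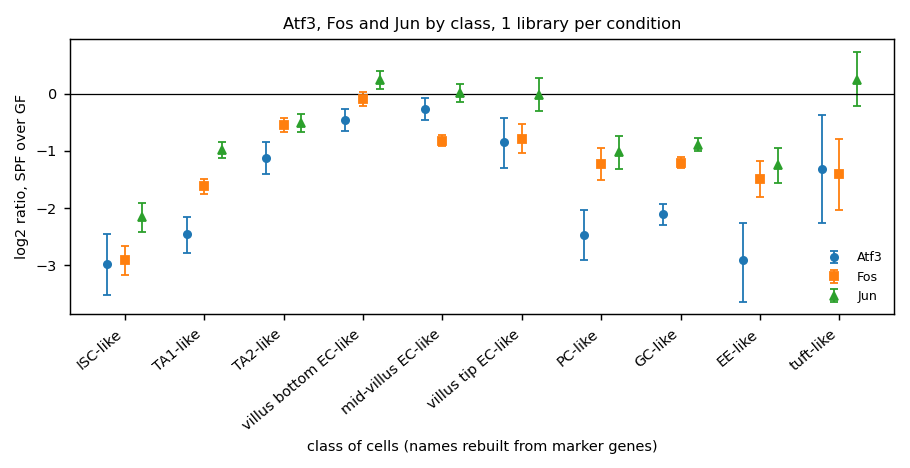
Log2 ratio (SPF over GF) of Atf3, Fos and Jun by class, with exact conditional 95% intervals, which cover counting error only (1 library per condition).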

As mTOR signaling is repressed by nutrient starvation stress,^37,38^ we assessed the expression of mTORC1 components, and the mTOR target, ribosomal protein *S6* and its kinase *Rps6kb1*. We observed no differences in the expression of mTORC1 components, *Mtor, Mlst8*, and *Rptor* between GF and SPF mice (Supp Figure 5). 

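Mtor (ENSMUSG00000028991, chromosome 4, 148448611 to 148557683) had 12.0 CPM in GF and 12.5 in SPF cells, a log2 ratio of 0.07 (-0.15 to 0.28). Mlst8 (ENSMUSG00000024142, chromosome 17, 24473551 to 24479078) had 9.99 and 12.7, 0.34 (0.12 to 0.57). Rptor (ENSMUSG00000025583, chromosome 11, 119602905 to 119899576) had 12.6 and 13.9, 0.15 (-0.06 to 0.35). With Rps6kb1 and Rps6 added, the 5 genes had a median of 0.15 (0.10 to 0.29), at the 91.8th percentile of random lists.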

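Rps6kb1 (ENSMUSG00000020516, chromosome 11, 86498871 to 86544805) had 14 UMIs in GF and 64 in SPF PC-like cells, 37.1 and 63.3 CPM, a log2 ratio of 0.77 (-0.08 to 1.72). With 78 UMIs in all it was under the number that the size rule asks for. Across the alternatives the ratio ran from 0.21 to 1.00. In all epithelial cells it was 0.27 (0.15 to 0.39), in ISC-like cells -0.27 and in villus bottom EC-like cells 0.88 (0.34 to 1.45), past the size rule. Rps6 (ENSMUSG00000028495, chromosome 4, 86854660 to 86857412) had 2493 and 2684 CPM in all epithelial cells, 0.11 (0.09 to 0.12). Its ratio was 0.39 (0.21 to 0.57) in PC-like, 0.49 in villus bottom EC-like and 0.00 in TA2-like cells, and no class went past the size rule.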

Interestingly, *Rps6kb1* trended for greater expression within SPF PC compared to GF PC, while *Rps6* was not differentially expressed within the SPF epithelium (Figure 4D, E). This suggested that the GF epithelium represses *Rps6kb1* expression and mTORC1 activity, resulting in reduced S6 phosphorylation within the crypt, primarily in PCs due to nutrient starvation stress. This was supported by a significant reduction in the number of pS6+ cells within the jejunal/ileal crypt of the GF epithelium compared to the SPF epithelium (Figure 4F) and the microbiota-dependent co-expression pS6 and Itln1, a PC marker (Figure 4G).

## Discussion

As the immediate point of contact with the microbiota, the small intestinal epithelium must integrate several environmental stimuli and respond appropriately to regulate host physiology. Characterizing this relationship at homeostasis is critical to mechanistically understand how dysbiosis and opportunistic pathogens may impact disease pathogenesis. Studying host-microbe responses with respect to specific cell-lineages has remained a challenge within the field due to difficulties in cell isolation, the rarity of specific cell types, and the lack of cell type specific antibodies. This constraint has limited our interpretation of the GF mice conventionalization experiments, the gold-standard in assessing the direct impact of specific microbiota and bacteria species. In this paper, we begin to address these limitations using scRNAseq of isolated GF and SPF small intestinal epithelium to assess the baseline microbial response in individual epithelial cell subsets.

The cellular architecture of the intestinal epithelium has been well characterized to be impacted by the microbiota in a community and species-dependent manner.^29,30,39^ By scRNAseq, we captured all epithelial cell lineages in both the GF and SPF mice, illustrating that no epithelial cell lineage is directly dependent on the presence of microbes. 

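Of the GF and SPF cells, 14.7% (13.3 to 16.3) and 21.7% (20.2 to 23.1) were ISC-like, 9.94% (8.73 to 11.2) and 8.92% (7.95 to 9.95) TA1-like (cluster 1), and 7.01% and 6.62% TA2-like. EC-like cells were 31.1% (29.2 to 33.1) and 20.1% (18.7 to 21.5), by zone 7.63% and 7.70% (villus bottom), 14.9% and 7.67% (mid-villus) and 8.61% and 4.69% (villus tip). GC-like cells were 13.0% (11.6 to 14.5) and 15.0% (13.8 to 16.3), EE-like cells 3.11% (2.43 to 3.91) and 2.30% (1.81 to 2.88), and tuft-like cells 1.64% (1.16 to 2.26) and 2.05% (1.59 to 2.60). Slc12a2, which leads the ISC-like cluster, and Lct and Ace, which lead a mid-villus cluster, differ between the libraries and were used in the clustering, so the shares of those classes are open to that difference. PC-like cells were 2.71% and 4.85%. With every defensin, Lyz1, Ang4, Mmp7 and Itln1 left out of the clustering, they were 61 of 2260 GF cells (2.70%, 2.07 to 3.45) and 145 of 3222 SPF cells (4.50%, 3.81 to 5.27). The difference between the PC-like shares, 2.14, moved most with a limit of 25% mitochondrial UMIs, to 3.82. Shares of captured cells hang on the crypt enrichment of each preparation.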

While we observed trends in the differences of epithelial cell subsets captured between GF and SPF samples (Supp Figure 1F), it is impossible to infer physiological differences in abundance as our crypt enrichment process may impact the proportion of villus-associated cells captured under different conditions. However, in line with previous studies, we observed a microbiota-dependent increase in PC numbers within the intestinal crypt.^29,30^ Interestingly, we did not observe differences in GC, ISC, or TA cell abundances. Trajectory inference analysis demonstrated that the differentiation pathway of ISCs to terminal ECs or secretory lineages occurs independently of microbes. With the increase in PCs and similar differentiation trajectories, our data suggest microbiota stimulate an increase in PCs from ISCs through a pathway that is intrinsic to the epithelium.

Leveraging the resolution of scRNAseq, we annotated the expression of PRRs and their adaptors within the intestinal epithelium. Interestingly, the microbiota did not impact the expression of PRRs, suggesting the intestinal epithelium is intrinsically prepared to respond to microbial ligands. In line with previous observations, PRRs and adaptors were expressed at low levels within epithelial cells.^40^ While the expression of Tlr2, Tlr4, and Tlr5 in epithelial cells has been assessed using reporter mice,^40^ we did not detect the expression of these PRRs in our dataset. This may be due to limited detection of transcripts from low-expressing genes. 

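Tlr2 (ENSMUSG00000027995, chromosome 3, 83836272 to 83841767) had 32 UMIs in 27 GF cells and 17 UMIs in 17 SPF cells, 1.19 (0.81 to 1.68) and 0.49 (0.29 to 0.79) CPM. Over both libraries this was 0.804% of the kept cells, and 0.721% of the immune-like cells had a UMI of Tlr2. For Tlr5 the share over both libraries was 0.0548% (0.0113 to 0.160), from 3 cells. For Tlr4 the upper limit over both libraries was 0.0548% of the kept cells, and 1 immune-like cell held a UMI.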

Notably, we observed that while Tlr3, Nlrc4, and Nlrp6 are consistently expressed within ECs, they are highly expressed in a minor proportion of GCs, ISCs, TA1 cells, and PCs.

Strikingly, differential gene expression analysis revealed GF and SPF epithelial cells have distinct transcriptional profiles. 

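Within PC-like cells (61 GF and 156 SPF), the median log2 ratio of Defa30, AY761184, Defa24, Defa29, Gm14851, Lyz1, Itln1 and Dmbt1 was 0.17 (0.16 to 0.19). The 15 PC products hold 487292 CPM in GF and 502375 in SPF cells of this class, which damps ratios in CPM. Scaled to the UMIs of all genes but PC products and defensins (29 left out), a scaling chosen after seeing the data, the median was 0.18 (0.16 to 0.19). Defa30 had 0.17 (0.15 to 0.19), AY761184 0.35, Gm14851 0.17, Lyz1 0.11 (0.09 to 0.14) and Defa24 -0.04. Defa29, with 7821 CPM in GF and 13422 in SPF (0.78), and Dmbt1 went past the size rule.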

Interestingly, microbiota induced the expression of defensins, and host-defense associated genes across several epithelial cell lineages but not PCs. This may be due to low PC sampling in our dataset, preventing robust comparisons in differential gene expression. We observed a significant microbiota-driven increase of the antimicrobial peptide, *Reg3g*, as well as *Dmbt1*, a host-defense associated protein. Microbiota-dependent expression of *Reg3g* has previously been observed within PCs,^31,32^ and here we demonstrate this also occurs within mid-villus epithelial cells. Moreover, *Dmbt1*, a secreted scavenger for cysteine-rich proteins that is induced upon inflammatory stimuli and associated with Crohn’s Disease lesions^41^ was expressed in ISCs and TA cells and validated by in situ hybridization in the TA and lower villus regions. These data suggest that Dmbt1 may protect the crypt niche in a microbiota-dependent manner to prevent the entry of opportunistic bacteria. As these defense genes are expressed in a similar location to *Tlr3* and *Nlrp6*, they may be induced directly by their respective ligands. These data suggest ECs within the upper-crypt and V1 region may represent a robust source of host-defense proteins and warrants further study in the context of intestinal health and disease.

By GSEA analysis, we identified >130 genes (Supp table 1) associated with glycosylation throughout the epithelium and specifically within ISCs and TA1 cells in the homeostatic epithelium. Glycosylation of the intestinal epithelium is a critical process that provides a potent source of nutrients for the microbiota and directly maintains the symbiotic relationship.^42^ Moreover, disruption or impaired epithelial glycosylation have been associated with the development of colorectal cancer and inflammatory bowel diseases.^43–45^ 

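Fut8 (ENSMUSG00000021065, chromosome 12, 77238125 to 77476338) had 53.7 CPM in GF and 109 in SPF ISC-like cells, a log2 ratio of 1.02 (0.63 to 1.41). In TA1-like cells (cluster 1) it had 40.9 and 56.7, 0.47 (0.21 to 0.73), in PC-like cells the ratio was -0.06, and in all epithelial cells 0.46 (0.37 to 0.55). Fut4 (ENSMUSG00000049307, chromosome 9, 14748320 to 14752393) had 13 GF and 50 SPF UMIs in ISC-like cells, 0.92 (0.02 to 1.92), which is under the number that the size rule asks for. In TA1-like cells it had 53 and 62 UMIs, -0.01 (-0.56 to 0.55), in PC-like cells 0 and 10 UMIs, and in all epithelial cells 399 and 507, -0.01 (-0.20 to 0.18). ISC-like cells are the class with the high mitochondrial share.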

While Fut1 and Fut2 have been well characterized in the murine intestine to regulate fucosylation,^46^ we identified Fut4 and Fut8 as fructosyltransferases induced by microbiota in the crypt region (Supp table 1). These data suggest that glycosylation within the crypt may impact epithelial proliferation and/or differentiation. This is supported by the observation that the modification of glycans on PCs induces greater proliferation in murine intestinal organoids.^47^ The counterintuitive expression of these direct microbiota interactors within the segregated compartment of the crypt will require further study to understand their functional role within the epithelium.

Further GSEA analysis in GF intestinal epithelium revealed several metabolism-associated gene sets. In tandem, the increased expression of starvation response transcription factors^36^ and decreased mTOR signaling by pS6 levels suggest that the absence of microbes fosters a nutritionally deficient environment for the epithelium. As such, we hypothesized that microbiota-dependent mTOR signaling was induced by the production of key microbial metabolites. Interestingly, mTOR signaling plays an important role in regulating the activity of the intestinal crypt. Chronic intestinal epithelial mTOR hyperactivation in young mice (two-month-old) induces intestinal crypt expansion and proliferation, while chronic long-term intestinal epithelial (six-month-old) mTOR hyperactivation accelerates epithelium aging and functionally decreases villus length, glucose absorption, and suppresses ISC proliferation.^48^ However, suppression of mTOR in PCs by caloric restriction has been shown to promote ISC self-renewal.^38^ In connection to these observations, our data suggest that microbiota-dependent changes in the epithelium may be driven by increased basal mTOR signaling. While we observed an increase in mTOR signaling in the SPF intestinal crypt base and PCs, we did not see a concurrent increase in ISC self-renewal as marked by significant differences in Olfm4+ ISCs or BrdU+ TA cells. This discrepancy may be attributed to the diverse mechanisms by which the microbiota and/or species-specific microbes may regulate the proliferative potential of ISCs. For instance, microbes have been shown to induce the expression of MHC class II in the intestinal epithelium^2,49^ and this may promote T helper cell cytokine interactions that directly facilitate ISC self-renewal and differentiation.^50^ Moreover, individual microbial species, such as *L. rhamnosus* and *L. reuteri* induce intestinal proliferation through NADPH oxidase 1-dependent ROS generation^51^ and dietary fructose production,^52^ respectively. While our data highlight that microbiota impact mTOR signaling in the small intestinal crypts, additional studies investigating mTOR signaling in the context of microbial metabolites will provide greater insight in leveraging microbes as drivers of epithelial restitution.

Altogether, these data highlight the cellular and transcriptional impacts of the microbiota on the small intestinal epithelium at the resolution of single cells. We present this resource that describes the transcriptional distribution of PRRs and differential transcriptional profiles of all epithelial lineages in response to microbes. We identified that microbiota induce defense-associated genes within ECs and glycosylation genes within ISCs and TA1 cells. Finally, we provide data that points to the idea that the microbiota-dependent nutrients regulate mTOR signaling within the intestinal crypt. This high-resolution comparison of GF and SPF small intestinal epithelium provides an important homeostatic comparison for future studies delineating how specific microbial communities or bacteria species impact the health of the small intestine.

## Data availability

The scRNAseq data within this study are available through the Gene Expression Omnibus GSE195742.

## Supplementary Material

Supplemental Material Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

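The data used are 2 single-cell libraries, 1 of GF and 1 of SPF mice, each of 2 pooled mice. The authors deposited raw UMI counts per gene and barcode, made with Cell Ranger (version 3.0.2 in the file headers, 3.0.0 in the paper's methods) against mm10, with no normalization and no filter on cells beyond the calling of barcodes. The kept epithelial cells hold 26928783 UMIs in GF and 34510350 in SPF. Gene coordinates are those of GENCODE M21 (GRCm38). Nothing in the counts contradicted the labels. Ddx3y, on the Y chromosome, had 984 UMIs in GF and 1223 in SPF, and Xist 5 and 20.

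Cells were kept with at least 1000 UMIs, at least 600 genes and at most 50% mitochondrial UMIs, as in the paper's methods, and genes in at least 3 cells (16798 of 31053). Size factors came from scran 1.30.0 (R 4.3.3). For the clustering, 2000 variable genes, 30 principal components, a correction for library after the method of Harmony (own implementation), a shared nearest neighbour graph of 20 neighbours and Leiden clustering at resolution 1 were used. The genes that the paper reports as different or as expressed (43) were left out of the variable genes, so that a class was not defined by a gene compared within it. Immune-like clusters were removed, and then cells with a UMI of Ptprc. Classes were named by marker lists, since the authors' labels were not used here. A marker was counted as raised at 1.5 times the mean of the other clusters, and at least 3 raised markers were asked for. The marker lists, the filters, the comparisons, the size rule, the gene lists and the alternatives were fixed before the data were examined, and the thresholds of the naming after the clusters had been seen. Scrublet's own threshold called under 0.5% of the cells, which is too few for libraries of this size, so it did not work as a doublet filter and no doublets were removed in the values given.

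For each class and library the UMIs were summed. With 1 library per condition there are no P values. The intervals (95%) cover counting error, and the spread between mice, preparations and sequencing lanes is in none of them. Genes named in the text are those the paper names, and the 5 largest log2 ratios in each direction among genes with at least 200 UMIs in all epithelial cells, of which 1 is not reported here. List medians used genes with at least 10 UMIs (14182 genes in all epithelial cells) and a pseudocount of 0.5. The lists were the defense genes of Fig. 3A, PC products, PRRs and adaptors, factors of Fig. 4A, mTOR genes, glycosylation families, ribosomal protein genes, chaperone genes, genes of the dissociation response, T cell genes, MHC class II genes and the leading edges of glycosylation and cytokine production in the paper's supplementary table. The sheets of all cells and of ISCs in that table were complete. Other sheets ended early or were missing, and were not used here. Shares of cells with a UMI of a PRR hang on depth, so they are also given after thinning each cell to 1000 UMIs. PAGA (scanpy 1.11.5) was run in each library on 15 neighbours.

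Data were simulated from these libraries with 200 genes changed, each by a log2 ratio of at least 1 in size. Of these, 194 (97%) passed the size rule in all epithelial cells and 179 (89.5%) in ISC-like and TA1-like cells, none in the wrong direction. Changes between 0.75 and 1 were not simulated, so the shares do not apply to them. Of the unchanged genes 1 of 10799 and 7 of 8249 passed. The intervals held the set ratio in 95.5% and 95.3% of the genes. This measures counting error alone.

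The alternatives were at most 25% mitochondrial UMIs, at least 2000 UMIs, removal of cells called by Scrublet, removal of immune-like clusters only, no correction for library, Leiden resolution 2, no gene left out of the variable genes, defensins and other PC products also left out, size factors from total UMIs, CPM without mitochondrial genes, scaling by the median ratio, the fold change computed as Seurat does (mean over cells of counts per 10000, pseudocount 1), equal weight for each class, other thresholds of the size rule and of the lists, the leading edges in place of the families, and 30 neighbours or 15 components for PAGA. Removal of the 5% of cells with the highest Scrublet score, equal weight for 3 strata of the mitochondrial share, and for some values of PC-like and crypt classes CPM without PC products and defensins (with or without mitochondrial genes), were chosen after seeing the data. Alternatives of the cell filters, the variable genes, the size factors, the correction for library and the resolution clustered and named the cells anew. Their classes need not hold the same cells. A value was taken as moved when it left the interval of the value given or, for numbers of genes and cells, changed by more than 1.5 times, and PAGA values with any change. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2 and igraph 0.11.9.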

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

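Of the tests in this part, those of Dmbt1 and of the MHC class II genes were chosen only after the result was seen, and so were the strata of the mitochondrial share and the split of Reg3g by cluster.

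Reg3g ran in opposite directions, with a log2 ratio of -1.43 in TA2-like cells and 1.2014 in mid-villus EC-like cells, and the difference between the classes was not tested. Both kept their sign under every alternative, in TA2-like cells from -1.70 to -1.05 and in mid-villus EC-like cells from 1.09 to 3.64. The mid-villus class pools 2 clusters, in which the ratio was 2.72 (cluster 4) and 0.55 (cluster 11). Cluster 11 had none of the markers used for naming among its first 10 genes, so its place in the zone is less certain. No cause was tested, and 1 library per condition cannot separate the microbiota from the preparation.

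Of the cells that passed the filters, 22.5% in GF and 7.93% in SPF were immune-like. The paper removed immune cells and gives no result on them. Both libraries went through the same crypt enrichment, and how many lymphocytes remain can differ from one preparation to the next, which was not tested.

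T cell genes had a median log2 ratio of -1.98 (-2.08 to -1.85) in the kept epithelial cells, with 14 of 14 higher in GF, at percentile 0 of random lists. RNA of intraepithelial lymphocytes in the droplets of epithelial cells remains open as the source, since a percentile of the same median restates the difference and cannot test it. Ccl5 and Gzma, which the paper labels in Fig. 3A among genes higher in GF, are on this list. For the MHC class II genes, RNA of immune cells was tested (median -1.73, -1.78 to -1.59, 7 of 7 higher in GF). Cd74 was 11.3 times as high in the highest as in the lowest class of the GF library (ISC-like and villus bottom EC-like cells), while the median of that ratio was 3.16 for the T cell genes and 8.63 for the 5 MHC class II genes with UMIs in every class. An even spread of RNA from immune cells was taken to predict a ratio under 3. The median of the T cell genes lies past that limit too, so the limit cannot decide. The 5 MHC class II genes ran from 5.64 to 11.3, and the 14 T cell genes from 1.87 to 4.49. In the GF library this argues against RNA spread like that of the T cell genes as the only source for those 5 genes. RNA of other immune cells, whose spread was not measured, remains open.

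The dissociation list (24 genes without Atf3, Fos and Jun) had a median of -0.89 in all epithelial cells, with 24 of 24 higher in GF. In ISC-like and TA1-like cells, where Atf3, Fos and Jun are higher in GF, 23 other genes of the list had a median of -1.40, at percentile 0 of random lists. A stronger response to the dissociation of the tissue in the GF preparation predicts a percentile under 5, so this explanation remains open beside nutrient stress. The staining of Fos in sections, which have not been dissociated, is not open to it.

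Products of PCs were higher in SPF in cells outside the PC-like class. Over 15 products, CPM in EC-like and in PC-like cells had a Spearman correlation of 0.95 in GF and 0.982 in SPF, and free RNA of PCs in the droplets of other cells predicts at least 0.7. For Dmbt1 the test argues against free RNA of PCs only. Dmbt1 had 10.4 times as many CPM in ISC-like cells (2259.7) as in PC-like cells (218) of the SPF library. Free RNA of classes rich in Dmbt1, such as ISC-like cells, was not tested and remains open for the other classes.

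The glycosylation families in TA1-like cells (cluster 1), which have a low mitochondrial share in both libraries, lay at percentile 99.95 of random lists. More damaged cells in the SPF library predict a percentile from 5 to 95. The interval of the median in these cells (-0.01 to 0.10) includes 0. It lies above -0.06, the median over all genes with at least 100 UMIs in TA1-like cells. In ISC-like and TA1-like cells together the median was -0.01 under 10% mitochondrial UMIs, 0.03 from 10% to 25% and 0.32 over 25%, and equal weight for these strata left 57.4% of it. The percentile in TA1-like cells goes against damage. A larger share of damaged cells alone predicts no difference within a stratum. Over 25% the difference stayed (0.32, 0.23 to 0.39), and ISC-like cells had a median share of 36.8% in GF and 37.3% in SPF. In the cells over 25% this argues against the share as the only source. The values near 0 in the other strata go with it. For ISC-like and TA1-like cells together the values cannot tell whether damage is the cause.

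For the ribosomal protein genes in mid-villus and villus tip EC-like cells, equal weight for the strata of the mitochondrial share left 55.9% of the median, while a limit of 25% left 26.9%. Within the strata of 10% to 25% and over 25% the median was 0.44 and 0.38, and under 10% it was -0.15. A difference in share alone predicts none of these, while the fall under the limit of 25% goes with it. So the test cannot tell whether a difference in the share of damaged cells is the cause.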

How the results depend on the processing

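The tuft-like PAGA figure and 2 alternatives (the 5% of cells with the highest Scrublet score removed, and equal weight for 3 strata of the mitochondrial share) were chosen only after the result was seen, and the other tests in this part were not. No paired analysis was possible because there is 1 library per condition and nothing pairs them. For no moved or reversed value was the cause tested. Alternatives that changed the cells or the clustering also redrew the classes.

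Over the main comparisons, 150 values stayed, 66 moved and 1 reversed. Over the other results, 1896 stayed, 504 moved and 24 reversed. Of 161 log2 ratios of single genes 137 moved at least once, in 460 values (221 larger and 239 smaller in size). Of 10 class shares 7 moved, in 13 values (10 larger and 3 smaller), and of 24 PAGA connectivities 19, in 31 values (20 larger and 11 smaller).

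With at most 25% mitochondrial UMIs, 1913 SPF cells were kept, and the difference of the PC-like share was 3.82. The 8 defense genes had 0.98 in all cells and 0.74 outside the PC-like class, ribosomal protein genes 0.058, Atf3, Fos and Jun -1.68 and cytokine production -0.18. Reg3g in villus bottom EC-like cells reversed to 0.90 and Itln1 in ISC-like cells to -0.22. With at least 2000 UMIs, the glycosylation families in ISC-like and TA1-like cells had 0.34, ribosomal protein genes 0.26 and Atf3, Fos and Jun -2.71.

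With the cells called by Scrublet removed, the glycosylation families in EC-like cells had 0.15, and Reg3g reversed to 1.00 in villus bottom EC-like and to -0.078 in GC-like cells. With the 5% of highest Scrublet score removed, the defense genes had 1.09 in all cells and 0.98 outside the PC-like class, ribosomal protein genes 0.24, and Reg3g in tuft-like cells reversed to 0.23. With only immune-like clusters removed, the defense genes had 1.08 and 0.89, ribosomal protein genes 0.18, and Ghrl in all cells reversed to -0.28.

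Without correction for library, the defense genes outside the PC-like class had 0.87, the glycosylation families in ISC-like and TA1-like cells 0.13 and ribosomal protein genes 0.093. Reversed were Reg3g in villus bottom EC-like (0.0497) and Itln1 in TA1-like (-0.33) and EE-like cells (-0.66). At Leiden resolution 2, the glycosylation families had 0.31 and Atf3, Fos and Jun -2.62. Reversed were Reg3g in villus bottom EC-like (0.21) and Itln1 in ISC-like cells (-0.31). With no gene left out of the variable genes, the glycosylation families had 0.27, ribosomal protein genes 0.18 and Atf3, Fos and Jun -2.09. Reversed were Reg3g in TA1-like (0.37), Itln1 in TA1-like (-0.36) and Rps6 in ISC-like cells (-0.10). With defensins and other PC products also left out, the defense genes outside the PC-like class had 0.98. With size factors from total UMIs, the glycosylation families had 0.35, ribosomal protein genes 0.21 and Atf3, Fos and Jun -2.22, and Itln1 in ISC-like cells reversed to -0.38. TA1-like cells were absent with the 25% limit, with at least 2000 UMIs, at Leiden resolution 2 and with total UMIs, so values of ISC-like and TA1-like cells are of ISC-like cells there.

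Without mitochondrial genes in the CPM, the defense genes had 1.04 in all cells and 0.88 outside the PC-like class, the glycosylation families 0.28 in ISC-like and TA1-like cells and, reversed, -0.00088 in EC-like cells, and cytokine production -0.19. With scaling by the median ratio, the defense genes had 1.05 and 0.88, the glycosylation families 0.29, ribosomal protein genes 0.28, chaperone genes -0.42 and cytokine production -0.18. Computed as Seurat does, 9 genes were higher in SPF and 35 in GF past the size rule. The defense genes had 0.99 and 0.97, the glycosylation families 0.067, ribosomal protein genes 0.25, Atf3, Fos and Jun -1.08, chaperone genes -0.30 and cytokine production -0.079. Ghrl reversed to -0.55 and Reg3g to 0.10 in all cells, and Itln1 to 0.38 in GC-like cells.

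With equal weight for each class, the defense genes had 0.30 and the summed PRRs -0.052, and Reg3g (0.10) and Nlrp6 (0.0050) reversed in all cells. With equal weight for the strata, 339 genes were higher in SPF, the defense genes had 1.18 and 1.05, the glycosylation families 0.11, ribosomal protein genes 0.12, Atf3, Fos and Jun -2.15, chaperone genes -0.69 and cytokine production -0.33. Reversed were Ghrl (-0.20) and Reg3g (0.0038) in all cells, and Itln1 in GC-like (0.19) and tuft-like cells (-0.22).

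With at least 20 UMIs, 530 and 818 genes passed the size rule, and with a log2 ratio of at least 1, 86 and 266. The leading edges in place of the families gave 0.27 in ISC-like and TA1-like and 0.19 in EC-like cells. The tuft-like PAGA figure was -0.0142 with 30 neighbours and -0.0402 with 15 components. Thinning to 2000 UMIs gave a difference of -2.49 in the share of cells with a PRR, against -2.28.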

Differences from the paper's values

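The scaling without PC products was chosen only after the result was seen, no other test in this part was, and the reading error of 0.1 for values read by eye was set with those values in view. The alternatives were fixed before the data were examined, apart from the strata of the mitochondrial share and the scaling without PC products, where named.

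The paper kept 2365 GF and 3272 SPF cells. The filters of its methods with cells holding a Ptprc UMI removed kept 2254 and 3219, and with only the immune-like clusters removed 2368 and 3273. The paper has 11 epithelial clusters, and 17 were found here. No alternative gave 11.

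Of 17 log2 fold changes read by eye from Fig. 3A and Fig. 4A, 8 lay within 0.1 of the value here, and 10 with the fold change computed as Seurat does, the tool of the paper's methods. Defa30, about 1.2 in Fig. 3A (read by eye), was 1.03. None of the alternatives fixed beforehand reached it, and the strata, chosen after the values had been seen, gave 1.24. Dmbt1, about 1.3 in Fig. 3A (read by eye), was 1.09, and 1.24 computed as Seurat does. Gm7861, about 1.1 in Fig. 3A (read by eye), was 1.21, and 1.17 with at most 25% mitochondrial UMIs. Ccl5, about -1.5 in Fig. 3A (read by eye), was -2.05, and -1.31 at the nearest. Cd74, about -1.3 in Fig. 3A (read by eye), was -1.99, and -1.29 computed as Seurat does. Mt2, about -1.5 in Fig. 3A (read by eye), was -2.26, and -1.41 as Seurat computes it. Mt1, about -1.3 in Fig. 3A (read by eye), was -1.53, and -1.32 as Seurat computes it and with equal weight for each class. Gzma, about -1.0 in Fig. 3A (read by eye), was -2.24, and -0.87 at the nearest. Gip, about -1.1 in Fig. 3A (read by eye), was -1.73, and -1.20 as Seurat computes it.

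In these cells Tlr3 was higher in ISC-like (14.9 CPM) than in TA1-like (5.56) and TA2-like cells (9.61), where the paper has it more associated with TA cells than ISCs. Ticam1 was higher in TA2-like (15.2) than in ISC-like cells (5.06), while the intervals of TA1-like (7.09) and ISC-like cells overlap. Nlrp6 was lower in PC-like (51.1 CPM) than in TA1-like cells (123), where the paper has it expressed consistently. With mitochondrial genes, PC products and defensins left out of the CPM, a scaling chosen after seeing the data, it had 129.8 and 137, and the difference is not seen. Tlr5 had 3 UMIs and Tlr2 49 UMIs where the paper detected neither. Cells with a UMI of any of the 13 PRRs were 87.9% of TA1-like cells and 15.7% after thinning, where the paper has under 25% of ISC, PC and TA1 cells with high expression.

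Tuft-like cells had a higher PAGA connectivity with ISC-like cells in GF (0.0524) than in SPF (0.0250), where the paper associates SPF tuft cells with ISCs. The paper also associates GF tuft cells more with GC2. Connectivity of tuft-like cells with the GC-like cluster 12 was higher in GF too (0.1165 against 0.0720), which goes with that part. No GC-like cluster was matched to GC2. PC-like cells joined TA1-like cells in both libraries, as in the paper, and had little connectivity with ISC-like cells. EE-like and GC-like cells joined TA1-like more than TA2-like cells in both libraries, where the paper derives them from TA2.

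Dmbt1 in TA1-like cells (0.72) was under 0.75, the fold change that the paper marks. Chaperone genes in tuft-like cells had a median of -0.09 with an interval that includes 0. The paper has the response to unfolded proteins higher in GF tuft cells. Over the 1430 genes with at least 100 UMIs in tuft-like cells the median was 0.12, and the chaperone median lay below it. Fut4 was higher in SPF in ISC-like cells (0.92), and neither in TA1-like nor in all epithelial cells (-0.01 in each). For Reg3g the discussion names a microbiota-driven increase, placed in PCs and mid-villus cells and backed by staining, and the results have it higher in GF TA2 cells. Here Reg3g was 1.2014 in mid-villus EC-like and -1.43 in TA2-like cells, with the same directions. Over all epithelial cells, a pool for which the paper states no increase, it was -0.24. That pooled ratio was 0.10 computed as Seurat does, 0.10 with equal weight for each class and 0.0038 with the strata. In tuft-like cells more genes were higher in SPF (57) than in GF (38), unlike in all epithelial cells. The median over genes also lay toward SPF in tuft-like cells (0.12), against -0.03 in all epithelial cells. Ribosomal protein genes were higher in SPF in villus bottom EC-like cells too (0.40), where the paper names the mid and upper villus.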

Other observations

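Of the tests in this part, the strata of the mitochondrial share and the medians by zone of the villus were chosen only after the result was seen.

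Enterocyte genes were higher in GF past or near the size rule. Apoa1, Fabp2, Lct, Anpep and Slc5a1 had a median log2 ratio of -0.90 in all epithelial cells and -0.75 within EC-like cells, 84.0% of it. A larger share of EC-like cells in the GF library predicts that most of it is lost there. The EC-like cells are a mix of zones whose shares differ between the libraries, and by zone the median was -1.0035 in villus bottom, -0.24 in mid-villus and -0.85 in villus tip cells. In mid-villus cells most of the ratio is lost, and the mix of cells within a zone was not tested, so the test cannot tell whether the share of cells is the cause.

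Of the 624 genes past the size rule, 618 (99.04%) kept their direction with a log2 ratio of at least 0.5 of the size rule's 0.75 under equal weight for the strata of the mitochondrial share. A larger share of damaged cells in the SPF library predicts under 50%, so the test argues against it as the source of most of them.

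The SPF library held more cells with a high mitochondrial share, and its kept cells were shallower. Of the GF-higher genes in all cells the heat shock genes Hspa1a and Hspa1b were among the largest ratios, and both are on the dissociation list. In all classes but the tuft-like one, more genes were higher in GF than in SPF past the size rule, from 7 in SPF and 54 in GF in PC-like cells to 111 and 138 in GC-like cells.

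Gene by gene, 11 of 22 defensins were higher in SPF past the size rule in all epithelial cells and none was higher in GF. Fut8 had a log2 ratio of 1.24 (0.35 to 2.22) in EE-like cells, with 14 GF and 45 SPF UMIs, under the number that the size rule asks for.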
